A study of Mus musculus with 5 samples. Its data were reported in "Genetic variation in IL-4 activated tissue resident macrophages determines strain-specific synergistic responses to LPS epigenetically" (2025).

How the data were processed

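The deposited files hold, for each of 5 libraries, a filtered table of 32285 features by cell barcodes, and each value is a count of unique molecular identifiers (UMIs). The authors made these counts with Cell Ranger 7.1.0 on the mouse build mm10, according to the submitters' processing notes, which also name Seurat 3.2.3 for later steps whose output is not part of the files. The values were whole numbers throughout, so they were used as counts. Of the features, 99.8% were matched by Ensembl identifier to the GRCm38 annotation, from which gene positions were taken. The libraries held between 27544750 and 69170654 UMIs. Each group is 1 library, so nothing measures how far animals or library preparations of the same treatment differ, and no test between treatments was run. The study compared groups with MAST, taking cells as replicates, and that test was not repeated here. It also separated cells by strain of origin from sequence variants; no strain assignment is in the files, and strain is not analysed here.

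Cells with at least 200 genes, at least 500 UMIs and at most 10% of UMIs on mitochondrial genes were kept. Doublets were scored per library with Scrublet as built into scanpy, with an expected rate of 0.008 per 1000 cells. Its automatic threshold was used in the IL4, LPS and IL4_LPS libraries. In the macrophage_IL4 and Ctrl libraries that threshold marked 0 and 1 cell, so the cells with the highest scores were removed there up to the expected rates of 5.04% and 6.92%, a fallback written down before the data were examined.

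The kept cells of all libraries were clustered together without any integration between libraries. The steps took log values of counts scaled to a common total, 2000 variable genes ranked within libraries, 30 principal components, 15 neighbours, a shared-neighbour graph and the Leiden method at resolution 1. Mitochondrial genes, ribosomal protein genes and the members of all fixed lists that describe a response were kept out of the variable genes. The 25 clusters were named from 14 fixed marker sets by the mean log2 ratio of the markers to their median over clusters, with 5 CPM added (CPM, UMIs scaled to a total of 1e6). A name required at least 3 markers, each detected in more than 10% of the cluster's cells. A cluster stayed unnamed when another class led its 10 top genes, when markers of 3 or more classes were among them, or when its UMI median was under 1/3 of that of its own libraries and its top genes held no marker. Macrophage and monocyte clusters were split by the mean log2 CPM of the resident list minus that of the MHC class II list. Clusters above a threshold of 0 were called macrophage-like and the others MHC-II-high myeloid; this threshold was set after the clusters were seen.

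For expression, the UMIs of all cells of a class in a library were summed and divided by their total to give CPM. A CPM value carries an exact Poisson interval, a share of cells an exact Clopper-Pearson interval, and a log2 ratio of 2 libraries an exact conditional binomial interval, all at 95%. A share of 0 is given with the limit that 3 counts of the total allow in place of the interval. These intervals and limits cover counting error only. Where a gene had no count in 1 of the libraries, the ratio was given as a lower bound against a floor of 3 counts. The departure from additivity is the log2 ratio of IL4_LPS to LPS minus that of IL4 to Ctrl, with an interval from 10000 random draws.

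The 17 lists fixed before the data were examined are alternative activation, inflammatory cytokines and chemokines, NF-kB targets and feedback, interferon response, resident peritoneal macrophage identity, MHC class II presentation, monocyte and small peritoneal macrophage, proliferation, glycolysis, cholesterol synthesis, complement and efferocytosis, antimicrobial and nitric oxide, immediate early and stress, neutrophil transcripts, B cell transcripts, and a pair taken from genes the study names, its synergy genes and its IL-4 genes. That pair came from the same libraries or the same study and is not independent evidence. A list's value is the median log2 ratio of its members with at least 10 CPM in 1 of the libraries compared. It was placed among 10000 random lists of the same size matched over 20 bins of expression.

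Named genes follow a rule set before the data were examined. In macrophage-like cells the rule took the 12 higher and 12 lower genes of the comparisons of IL4 with Ctrl, LPS with Ctrl and IL4_LPS with LPS, and 6 in each direction elsewhere. It ranked genes with at least 50 CPM in 1 library by the bound of the interval nearest 0. In other classes it took 5 in each direction. A few genes that the rule took are not reported here. Mitochondrial, ribosomal protein, immunoglobulin, T cell receptor and haemoglobin genes and unnamed gene models were left out. Genes whose CPM was under 1/5 of that in another class of the same library were passed over as possible free RNA; in the comparison of IL4 with Ctrl this passed over 3 higher genes and 1 lower gene. Besides these, 2 to 4 members of each list and all genes of the study's lists were read. Classes other than macrophage-like were compared where both libraries held at least 100 cells. The comparisons within MHC-II-high clusters were added after the data were seen.

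The alternatives tried were all barcodes without a filter, doublets kept, Leiden resolution 0.5, response lists left in the variable genes, shares without B cells, TMM factors from edgeR 4.0.16, median-of-ratios size factors from DESeq2 1.42.0, the mean over cells in place of summed counts, subtraction of a free-RNA profile sized by immunoglobulin UMIs, only clusters led by resident markers, each cell thinned to 1000 UMIs, no minimum with 0.5 CPM added, a minimum of 10 CPM for correlations, macrophage_IL4 in place of IL4, and MHC-II-high clusters counted with macrophage-like cells. The work used Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.

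A self-test drew Poisson counts at the depth of each library from the mean macrophage-like profile of the libraries compared, set 100 genes 2-fold and 100 genes 4-fold apart, and ran the same code. In the comparison of IL4 with Ctrl, over 3387 genes, the interval covered the true value for 94.9% of genes left equal and 93.0% of the genes set apart. In that of LPS with Ctrl, over 3355 genes, the figures were 94.9% and 94.0%. In that of IL4_LPS with LPS, over 2978 genes, they were 95.6% and 96.0%. In that of IL4_LPS with IL4, over 3261 genes, they were 95.1% and 94.5%. In that of macrophage_IL4 with IL4, over 3172 genes, they were 95.3% and 93.0%. For the departure, over 3341 genes, they were 95.0% and 94.0%. All genes set 2-fold or 4-fold apart were recovered, and between 3.50% and 8.00% of unshifted random lists fell outside the central 95%. The draws were independent between genes and held counting error only. The self-test thus checks the code, not variation between cells or animals, nor lists whose members move together.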

Results

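Single cells from the mouse peritoneal cavity were profiled by droplet RNA sequencing with molecular identifiers. The libraries, 5 in all, are an untreated control (Ctrl), cells after IL-4 (IL4), cells after bacterial lipopolysaccharide (LPS), cells after IL-4 followed by LPS (IL4_LPS), and a further IL-4 library labelled as macrophages (macrophage_IL4). IL-4 is a type 2 cytokine that drives alternative macrophage activation, and LPS is a bacterial cell wall component that sets off inflammation through Toll-like receptor 4. The study asked how genetic background shapes the reactions of resident macrophages to IL-4 and to LPS after IL-4, and describes these cells as coming from F1 mice that carried mixed bone marrow of both parental strains. The files assign no cell to a strain, so the comparisons here cover the stimuli only. Each condition is 1 library, so there is no replicate check anywhere below, and every value compares libraries rather than conditions. The files held 9060 barcodes for Ctrl, 6786 for IL4, 4862 for LPS, 7786 for IL4_LPS and 6663 for macrophage_IL4. The lowest and highest of these are the ends of the range that the study gives. Total UMIs were 52075884, 69170654, 36454561, 59270389 and 27544750 in the same order. After the filters 8049, 6026, 4591, 7131 and 5982 cells remained, with 598, 252, 99, 149 and 317 removed as doublets. Intervals are at 95% and cover counting error only.

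The first question was which cells each library contained. Macrophage-like cells express the resident peritoneal programme, including Gata6, Timd4 and Vsig4, and neutrophil-like cells express calprotectin genes such as S100a8 and S100a9. Macrophage-like cells were 18.3% of Ctrl cells (exact Clopper-Pearson interval 17.5% to 19.2%) and 28.2% of IL4 cells (27.1% to 29.4%). They were only 3.07% of LPS cells (2.59% to 3.61%) and 4.82% of IL4_LPS cells (4.34% to 5.35%). Neutrophil-like cells were 47.4% of LPS cells (45.9% to 48.8%) and 20.8% of IL4_LPS cells (19.9% to 21.8%). Ctrl held 4 neutrophil-like cells, or 0.0497%, and IL4 held none, which allows a share of up to 0.0498%. None were seen in macrophage_IL4 either, with a limit of 0.0502%. B cells made up 67.6% of Ctrl, 45.8% of IL4, 31.7% of LPS and 38.5% of IL4_LPS, and T cells 8.57%, 9.67%, 5.71% and 8.15%. Natural killer or innate lymphoid cells ranged from 0.497% in Ctrl to 2.01% in IL4_LPS among these 4 libraries and were not seen in macrophage_IL4, with a limit of 0.0502%, while dendritic cells were 0.969% of Ctrl and 1.53% of IL4. No cluster of the LPS libraries was named dendritic, but 0.414% of LPS cells and 0.996% of IL4_LPS cells were so named when the response lists were left in the clustering. The macrophage_IL4 library was 56.8% macrophage-like, with 0.1% B cells and no T cells, which allows a T cell share of up to 0.0502%. A further 32.7% of it lay in unnamed cluster 5, where 17 of 20 macrophage markers were detected but UMI counts were low. Without B cells in the denominator, macrophage-like cells were 56.4% of Ctrl, 52.1% of IL4, 4.49% of LPS and 7.85% of IL4_LPS. Myeloid clusters with MHC class II transcripts above the resident programme were 3.62% of Ctrl, 12.1% of IL4, 4.42% of LPS, 8.99% of IL4_LPS and 10.3% of macrophage_IL4. Shares of a library sum to 100%, so a lower macrophage share does not by itself mean fewer macrophages in the animal.

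**Figure D1:**
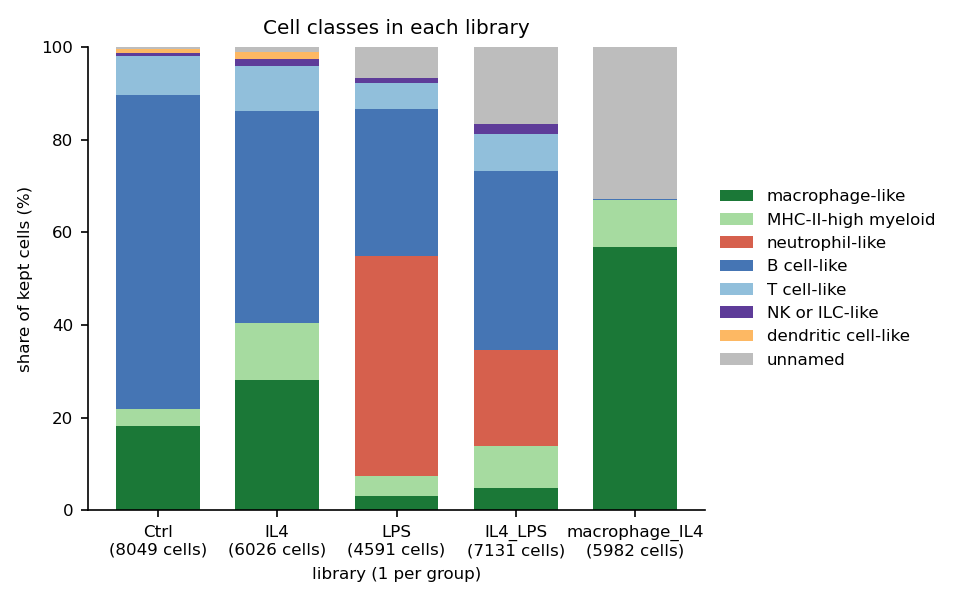
Share of kept cells in each named class and in unnamed clusters (vertical axis, % of cells) for each library, as stacked bars. Macrophage-like cells were 18.3% of Ctrl and 3.07% of LPS, and neutrophil-like cells 47.4% of LPS and 20.8% of IL4_LPS.

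The macrophage-like class did not sit in the same clusters in all libraries. In Ctrl and IL4 it was nearly all clusters 6, 8, 19 and 23, of which 19 holds cycling cells. Their balance differed, with 896 Ctrl and 624 IL4 cells in cluster 6, and 427 and 946 in cluster 8. IL4 against Ctrl can thus reflect a change of subset as well as change within cells. In LPS and IL4_LPS nearly all of the class was cluster 16, and in macrophage_IL4 it was mainly clusters 4 and 11. MHC-II-high cells were cluster 10 in Ctrl and IL4, cluster 12 in the LPS libraries and cluster 15 in macrophage_IL4. The class held 1473 cells in Ctrl, 1701 in IL4, 141 in LPS, 344 in IL4_LPS and 3395 in macrophage_IL4. Summed UMIs of these cells were 18908413, 29502588, 4721829, 8456011 and 19488890. Unnamed clusters were 4 in number. Cluster 5 had a low UMI median, cluster 9 showed too few markers, and clusters 20 and 22 mixed markers of several classes. Free RNA estimated from immunoglobulin transcripts made up 4.12% of macrophage-like UMIs in Ctrl, 3.65% in IL4, 4.47% in LPS and 7.61% in IL4_LPS. S100a8 was at 493 CPM in LPS macrophage-like cells, 47059 CPM in neutrophil-like cells and 101 CPM in B cells of that library, so neutrophil genes in macrophages are not read as expression there.

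What IL-4 alone does to resident macrophages is asked by IL4 against Ctrl. The genes furthest above Ctrl were the standard products of alternative activation. They are Chil3, which encodes a chitinase-like lectin, Retnla, which encodes a secreted resistin-like protein that restrains type 2 inflammation, and Mgl2, a galactose-binding lectin receptor. The macrophage mannose receptor Mrc1, the cationic amino acid transporter Slc7a2 and complement C3 were also higher. Genes for lysozyme (Lyz1, Lyz2), the lipid carrier Apoe and the cell-cycle factor Ccnd1 were lower.

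Chil3 (ENSMUSG00000040809, GRCm38 chromosome 3, 106147554 to 106167564) was at 5570 CPM in IL4 and 8.83 CPM in Ctrl, a log2 ratio of 9.30 (9.08 to 9.53). Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) was at 16690.8 against 1104 CPM, or 3.92 (3.90 to 3.94). For Mgl2 (ENSMUSG00000040950, chromosome 11, 70130329 to 70137550) the values were 289 and 30.9 CPM and the ratio 3.23 (3.1 to 3.35). Mrc1 was higher by 1.52, Slc7a2 by 1.42 (1.36 to 1.49), C3 by 1.41 (1.31 to 1.51) and the folate receptor Folr2 by 1.11. The calcium channel subunit Cacnb4 was higher by 1.57 and the small membrane protein gene Smim27 by 1.46. Lyz1 was lower, at 200 against 994 CPM (log2 -2.31), as were Apoe at 1324 against 4110 CPM (-1.63, -1.65 to -1.62), Lyz2 (-1.29), Spp1 (-1.41) and Ccnd1 (-1.31). The lower set also held the ribonuclease gene Rnaset2a (-2.46), the tubulin gene Tuba1c (-2.10), the linker histone gene Hist1h1b (-2.08), the helicase gene Ddx21 (-1.54) and cytochrome c, Cycs (-1.33). With macrophage_IL4 in place of IL4 the direction turned for Cacnb4 (-3.45), Folr2 (-0.80), Spp1 (0.35), Rnaset2a (0.76) and Tuba1c (0.95), so these differences are not shared by the other IL-4 library. Against IL4, the group of genes with the longest introns had a median of -1.81 in macrophage_IL4, from an unresolved cause. A turned sign can therefore come from this difference between the libraries as well. Wdr89 (2.70), Bloc1s1 (1.88) and Ndufa1 (1.30) were higher, and Tuba1b (-1.72), Nmt1 (-1.44) and Gapdh (-1.05) lower, by similar amounts in B cells and T cells too, so they are uncertain as macrophage responses. Hist1h2ap (2.54) was also higher in B cells, but turned to -6.53 with macrophage_IL4 in place of IL4, as did Ndufa1 to -1.22.

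Among the lists, alternative activation had a median log2 ratio of 0.63 over 17 of 30 genes, above all 10000 matched random lists, and 0.37 in clusters led by resident markers. MHC class II presentation was higher by 0.40 (percentile 100), with H2-Eb1 at 0.61 and H2-Aa at 0.58, but with macrophage_IL4 in place of IL4 the values turned to -0.19 for the list, -0.37 for H2-Eb1 and -0.33 for H2-Aa. The monocyte and small peritoneal macrophage list stood at 0.18 (99.3), cholesterol synthesis at 0.13 (96.8) and complement and efferocytosis at 0.05 (88.4). Lower medians came from proliferation at -0.34 (0.195), antimicrobial and nitric oxide at -0.43 (0.135), glycolysis at -0.25 (1.29), interferon response at -0.29 (5.64), immediate early and stress at -0.26 (4.18) and B cell transcripts at -0.97 (0). The resident list was near 0 at -0.08 (21.7) and turned to 0.07 under TMM factors and 0.04 under size factors, although Timd4 (-0.55) was lower. NF-kB targets at -0.04 turned to 0.11 and 0.08 under the same factors, and neutrophil transcripts at -0.04 to 0.10 and 0.07. The inflammatory list had 1 measured gene and the study's synergy list 1, so neither gives a median. The study's IL-4 genes stood at 0.35 over 8 of 10 (percentile 99.9), with Per3 at 1.24, Fabp5 at 0.59, Zmiz1 at 0.49, Sgms1 at 0.48, Mertk at 0.22, Marco at -0.96, Spp1 as above and Trem2 at -1.63. They are not independent evidence, and their median was -0.43 in clusters led by resident markers and -0.18 with macrophage_IL4 in place of IL4, where Sgms1 turned to -0.83 and Mertk to -0.42 and Fabp5 and Zmiz1 were near 0. The same replacement turned the monocyte list to -0.80, complement to -0.14, glycolysis to 0.22, interferon response to 0.38, immediate early and stress to 0.05, the resident list to 0.48 and B cell transcripts to 1.31, so among the lists whose sign did not depend on scaling only alternative activation, cholesterol synthesis, proliferation and antimicrobial genes had the same sign against Ctrl in both IL-4 libraries. Of these, cholesterol synthesis turned to -0.14 with MHC-II-high cells counted in and proliferation to 0.02 in clusters led by resident markers, where Fabp5 turned to -1.17. The macrophage_IL4 library also had lower values for long-intron genes than IL4, so a changed sign is not by itself evidence on IL-4.

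LPS against Ctrl asks what endotoxin alone does in the macrophages that remain. The highest genes attract and activate other leukocytes. Cxcl10 draws T cells, Cxcl3 and the growth factor Csf3 mobilise neutrophils, Ccl7 draws monocytes, and Il1b encodes the pyrogenic cytokine. Ptgs2 makes prostaglandins, Nos2 makes nitric oxide and Acod1 makes itaconate. The acute-phase genes Saa1 and Saa2, the metallothionein Mt2, the syndecan Sdc4 and the integrin Itgb8 were also among the highest.

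Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was at 1825 CPM in LPS against 1 UMI in Ctrl, a log2 ratio of 15.07 (12.60 to 20.38). Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) was at 1312 against 0.264 CPM, or 12.28 (11.05 to 13.90). Ptgs2, Ccl7, Nos2, Csf3 and Itgb8 had no UMI in Ctrl and were at least 1307-, 1291-, 1124-, 1124- and 854-fold higher. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 1806 against 1.80 CPM, or 9.97 (9.49 to 10.50), and Acod1 at 1380 against 1.06 CPM. Log2 ratios were 9.73 for Saa1, 9.84 (8.28 to 12.12) for Saa2, 8.63 for Sdc4 and 8.61 for Mt2. Lower genes were led by Gfod1 (-7.21), the surface receptor Cd300lb (-7.18), Tiam2 (-6.94), Rgs2 (-6.57, with 3 UMIs in LPS), Stard13 (-6.37), Rasgrp3 (-6.21), Rp1 (-5.67), Rassf3 (-5.42), Abcd2 (-5.33), Mdm1 (-5.30), Ssh2 (-5.13) and Mtss1 (-4.99). Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989), a growth factor that resident peritoneal macrophages make, was at 30.1 against 716 CPM, or -4.57 (-4.82 to -4.33). Vsig4 was at 76.9 against 321 CPM (-2.06), while Gata6, the transcription factor that sets this identity, was at 122 against 225 CPM.

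The list medians followed the inflammatory genes. Inflammatory cytokines and chemokines stood at 7.68 over 15 of 19 genes, NF-kB targets at 3.42 over 25 of 25 and interferon response at 4.27 over 27 of 29, and every measured gene of these was at least 2-fold higher. Antimicrobial and nitric oxide genes stood at 2.67 (13 of 13), immediate early and stress at 0.86, and the study's synergy genes at 8.14, with Ccl2 at 7.31, Edn1 at 9.23 (7.36 to 12.28), Ccl12 at 8.97 (6.46 to 14.28), Hbegf at 3.15 and Ccl9 at 1.62. Proliferation stood at -1.85, or 0.59 in clusters led by resident markers. Further lower lists were the resident list at -0.84 (percentile 0.04), the study's IL-4 genes at -1.24, which became 0.09 with MHC-II-high cells counted in, and B cell transcripts at -1.40 (3.17). Within the study's IL-4 genes, Per3 was at -3.09, Zmiz1 at -1.71, Trem2 at -1.42, Fabp5 and Spp1 both at -1.24, Marco at -1.09, Mertk at -1.05 and Sgms1 at 0.13. With MHC-II-high cells counted in, Trem2 turned to 1.44, Spp1 to 1.70 and Fabp5 to 1.02, and in thinned cells Per3 turned to 1.26. Neutrophil transcripts at 4.95 are not read as expression, for the reason given above. The monocyte list was at 0.32 (98.2), or -0.10 with all barcodes kept. Alternative activation at -0.45 (36.5) became 0.11 under size factors, MHC class II at -0.35 became 0.01 under TMM and 0.19 under size factors, glycolysis at -0.27 became 0.09 and 0.27, cholesterol synthesis at -0.18 became 0.19 and 0.53, and complement at -0.31 became 0.05 and 0.23. With MHC-II-high cells counted in, alternative activation, MHC class II, glycolysis and cholesterol synthesis also turned, to 0.17, 0.45, 0.14 and 0.29. The median over all genes with at least 50 CPM was -0.29 with plain totals, 0.16 with TMM and 0.37 with size factors, so small shifts against Ctrl have no settled sign.

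**Figure D2:**
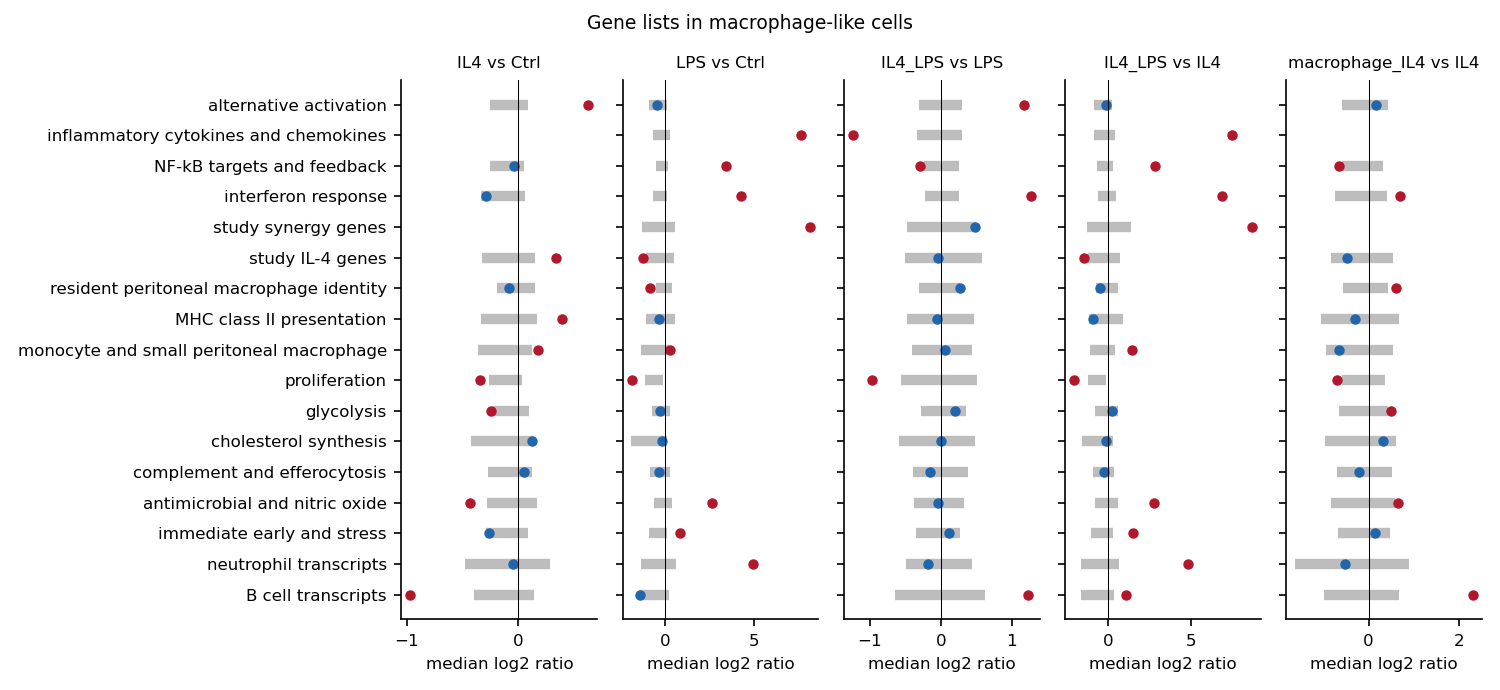
Median log2 ratio of each fixed gene list (horizontal axis) in macrophage-like cells for the main comparisons, each point a list. The interferon response stood at 4.27 for LPS against Ctrl and 1.26 for IL4_LPS against LPS.

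IL4_LPS against LPS asks how earlier IL-4 alters the reaction to LPS, without regard to strain. The IL-4 products Chil3, Retnla and Mgl2 stood above LPS alone again. So did antiviral interferon-response genes, including Rsad2, which makes an antiviral nucleotide, Cmpk2 beside it, Ifit2 and Ifit3, which bind foreign RNA, and the guanylate-binding protein Gbp4. Genes that recruit neutrophils, namely Cxcl1, Cxcl2, Cxcl3 and Csf3, were lower, and so was Il1b. The vasoactive peptide Adm, the costimulatory ligand Tnfsf9 and Apoe were lower too.

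Chil3 was at 5035 CPM in IL4_LPS and 5.29 CPM in LPS, a log2 ratio of 9.89 (9.33 to 10.52), with Retnla at 3.57 (3.53 to 3.62) and Mgl2 at 3.77 (3.45 to 4.10). Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) was at 6870 against 460 CPM, or 3.90 (3.84 to 3.96). Ifit2 (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) was at 296 against 15.7 CPM, or 4.24 (3.91 to 4.59). Ratios were 4.12 (3.96 to 4.30) for Cmpk2, 3.20 for Gbp4 and 2.96 for Ifit3. The G protein subunit Gnb4 (3.8), the spermatogenesis gene Tex14 (3.19), the ankyrin Ank2 (3.18) and the sodium-calcium exchanger Slc8a1 (3.09) filled the higher set. Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) was at 953 against 178 CPM, and Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) at 779 against 133 CPM. Transcripts of both enzymes, which use arginine, were thus higher in counts summed over cells. Whether the same cells held both was not examined. Cxcl3 was at 269 against 1312 CPM, or -2.29 (-2.36 to -2.22), Il1b at 419 against 1806 CPM, or -2.11 (-2.17 to -2.05), Cxcl2 at -1.98, Csf3 at -1.93 and Cxcl1 at -1.78. Adm (ENSMUSG00000030790, chromosome 7, 110627661 to 110629820) stood at 4.61 against 69.9 CPM (-3.92), Tnfsf9 at -2.93, the scaffold Akap12 at -2.78, Plcl1 at -2.38, Apoe at -2.29, Lyz1 at -2.17, the gene Rnd1 at -2.10, Lyz2 at -2.05 and S100a4 at -1.89.

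The study names 7 genes as examples of synergy. It drew examples from bulk peritoneal macrophages given LPS in vitro, where it found the synergy more pronounced in BL/6. In the chimeras it read Ccl2, Ccl12, Ccl7 and Edn1 by strain. The values here pool both strains after LPS in vivo, so they do not repeat either comparison. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) and its neighbour Ccl7 (ENSMUSG00000035373, 82045712 to 82047525), both monocyte attractants, were at 491 against 219 CPM (1.17, 1.07 to 1.27) and 428 against 205 CPM (1.06, 0.96 to 1.17). Ccl12 was higher by 0.89 (0.60 to 1.19) and Ccl9 by 0.07 (0.02 to 0.11). Edn1 (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990), the vasoconstrictor endothelin, was lower at 39.9 against 63.3 CPM (-0.67, -0.90 to -0.44), but turned to 0.81 with MHC-II-high cells counted in. Also lower was the growth factor Hbegf (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805) at 4.73 against 23.5 CPM (-2.31, -2.87 to -1.78). Adgrl2 had 3 UMIs in IL4_LPS and none in LPS. Their median over 6 genes was 0.48 (percentile 97.1), with 2 genes at least 2-fold higher and 1 at least 2-fold lower, and became 0.82 with MHC-II-high cells counted in.

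By list, alternative activation stood at 1.17 over 19 of 30 genes and interferon response at 1.26 over 27 of 29, both above all random lists. Counting MHC-II-high cells with the macrophages left the interferon median at 0.47. Inflammatory cytokines and chemokines stood at -1.24 (percentile 0), with 8 of 15 genes at least 2-fold lower, NF-kB targets at -0.29 (0.81) with Tnip3 at -1.12, and proliferation at -0.96 (0.04). The resident list was at 0.26 (97.4), with Cd5l at 0.98 and Timd4 at 0.53. With MHC-II-high cells counted in, proliferation turned to 0.49, the resident list to -0.14, Timd4 to -0.01, Spp1 to -1.42 and Per3 to -0.47. Smaller medians came from glycolysis at 0.20 (88.8), immediate early and stress at 0.12 (85.2; -0.10 with MHC-II-high cells counted in), monocyte genes at 0.06 (65.1), cholesterol synthesis at 0.01 (65.1), complement at -0.15 (29.1) and neutrophil transcripts at -0.18 (29.5). The study's IL-4 genes at -0.04 (43.0) turned to 0.03 under TMM and 0.04 under size factors, with Mertk at 1.45, Spp1 at 0.52, Per3 at 0.16, Marco at 0.07, Zmiz1 at -0.04, Fabp5 at -0.59, Sgms1 at -0.92 and Trem2 at -1.80. MHC class II at -0.06 turned to 0.02 and 0.03, and antimicrobial genes at -0.04 to 0.04 under both. B cell transcripts stood at 1.23. The larger free-RNA share of IL4_LPS was itself sized by immunoglobulin transcripts, so it is no independent account of this value.

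**Figure D3:**
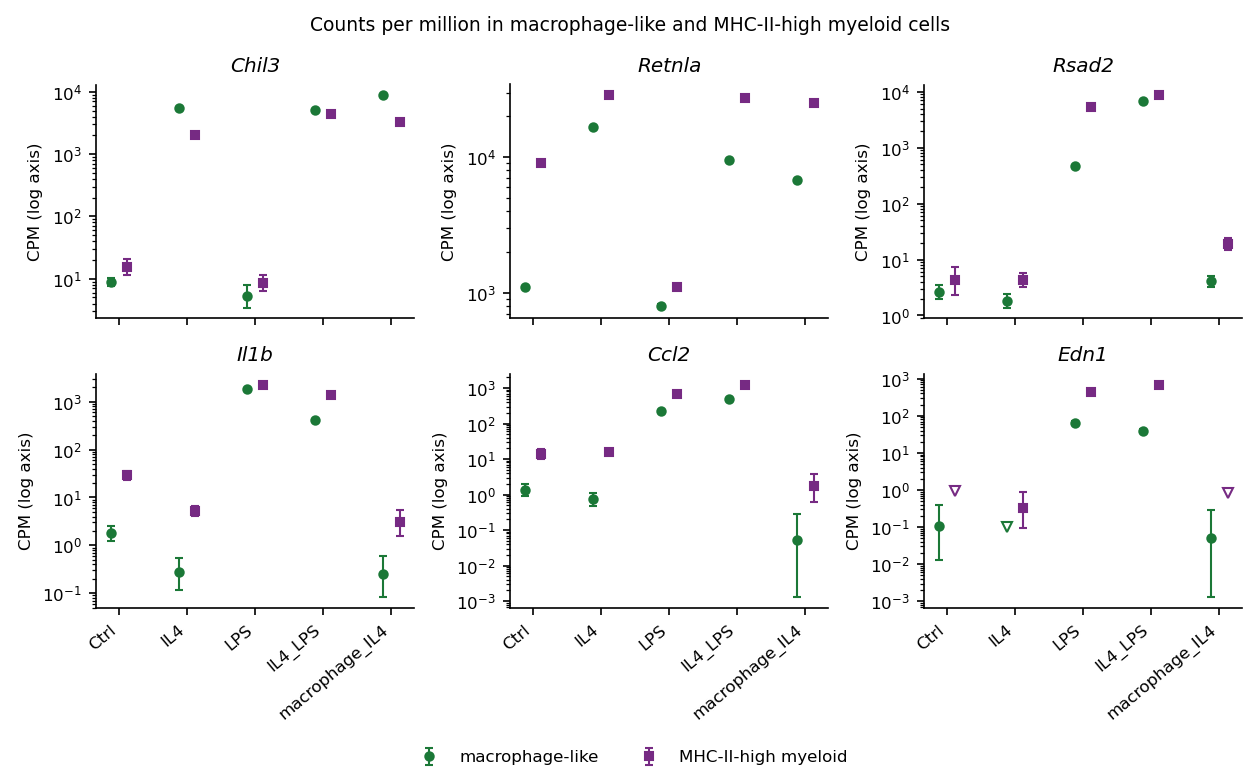
CPM (vertical axis, log scale) of selected genes in macrophage-like and MHC-II-high cells of each library, with exact Poisson intervals. Rsad2 in macrophage-like cells was at 460 CPM in LPS and 6870 CPM in IL4_LPS.

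What LPS does on top of IL-4 is read from IL4_LPS against IL4. Inflammatory and interferon genes stood far above IL-4 alone, led by Cxcl10, Nos2, Acod1, Rsad2, the endothelial lipase Lipg and Ifit1. Some genes that feed glycolysis, the regulator Pfkfb3, the glucose transporter Slc2a1 and hexokinase Hk2, were higher too. The lower genes were again Tiam2, Cd300lb, Gfod1 and Tgfb2, together with the endoglycosidase Engase, the laminin chain Lama3 and the transcription factor Zbtb16.

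Cxcl10 was at 3890 CPM against 2 UMIs (log2 15.81, 13.96 to 18.85), and Acod1 at 1909 against 0.271 CPM (12.78). Rsad2 was higher by 11.87 (11.49 to 12.29) and Ifit1 2054-fold, while Nos2 and Lipg, with no UMI in IL4, were at least 9376- and 2699-fold higher. Pfkfb3 was higher by 3.78, Slc2a1 by 3.38 and Hk2 by 2.76, but the glycolysis list stood at 0.24 (85.1), with 4 of 15 genes at least 2-fold higher and 1 at least 2-fold lower, and at -0.46 with macrophage_IL4 in place of IL4. Tiam2 was at -7.73, Lama3 at -7.22 with 3 UMIs in IL4_LPS, Engase at -7.20, Cd300lb at -6.68, Gfod1 at -5.84, Zbtb16 at -5.76 and Tgfb2 at -3.85. Retnla was lower by 0.81, but turned to 0.49 with macrophage_IL4 in place of IL4 and to 0.09 with MHC-II-high cells counted in. Interferon response stood at 6.82, the inflammatory list at 7.42, NF-kB targets at 2.82, antimicrobial genes at 2.75, immediate early genes at 1.49, the monocyte list at 1.46, proliferation at -2.03 and MHC class II at -0.88. With MHC-II-high cells counted in, the monocyte list turned to -0.35, MHC class II to 0.33 and proliferation to 0.04. Alternative activation at -0.11 turned to 0.19 under TMM and 0.40 under size factors, and the resident list at -0.50 to 0.01 under size factors. From the study's lists, Ccl7 was higher by 11.30, Ccl2 by 9.36, Ccl12 by 8.18, Ccl9 by 1.62, Hbegf by 1.19 and Edn1 at least 392-fold. Fabp5 was at -2.43, Zmiz1 at -2.24, Per3 at -4.17, Trem2 at -1.60, Sgms1 at -1.26, Spp1 at 0.68, Mertk at 0.18 and Marco at -0.05. Fabp5 turned to 0.55 in clusters led by resident markers, Trem2 to 1.15 with MHC-II-high cells counted in, and Sgms1 to 0.0442, Spp1 to -1.07 and Marco to 1.56 with macrophage_IL4 in place of IL4. The synergy median was 8.61 and that of the IL-4 genes -1.43 (percentile 0.73).

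Whether IL-4 acts differently when LPS follows is asked by the departure from additivity, where 0 means that IL-4 shifts a gene equally with and without LPS. Interferon-linked genes departed furthest upward. They are the T cell attractant Cxcl9, the high-affinity antibody receptor Fcgr1, Rsad2 and Ifit2, joined by Gnb4 and Ank2. Tnfsf9, Adm, the clotting factor gene F13a1 and Plcl1 departed furthest downward. Of the study's synergy genes with enough counts, Ccl2 departed upward and Hbegf downward.

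Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) departed by 6.72 (4.30 to 10.00), Ifit2 by 5.02 (3.75 to 6.31), Rsad2 by 4.43 (3.88 to 4.98) and Fcgr1 (ENSMUSG00000015947, chromosome 3, 96282909 to 96293969) by 4.35 (3.96 to 4.76). In Ctrl, IL4, LPS and IL4_LPS, Fcgr1 was at 18.6, 2.34, 96.1 and 248 CPM, and Cxcl9 at 0.846, 0.0339, 38.5 and 163 CPM. Part of both departures thus comes from values lower in IL4 than in Ctrl, not from IL4_LPS against LPS. The values for Gnb4 and Ank2 were 4.17 and 3.68. Adm departed by -5.28 (-8.79 to -2.48), Tnfsf9 by -5.18 (-6.67 to -3.92), F13a1 by -2.80 and Plcl1 by -2.71, which turned to 1.21 with macrophage_IL4 in place of IL4. Wdr89 (-2.51) also appears there and is uncertain for the reason above. Cxcl9 was at 0.034 CPM in IL4 and Adm at 0.053 CPM in Ctrl, under the 3-count floors of 0.102 and 0.159 CPM. The size of the Cxcl9 and Adm departures is therefore uncertain. Ccl2 departed by 2.05 (1.23 to 2.89), Hbegf by -1.96 (-2.71 to -1.20) and Ccl9 by 0.00 (-0.06 to 0.06). Spp1 departed by 1.93, Mertk by 1.23, Marco by 1.04, Fabp5 by -1.18 (0.60 in clusters led by resident markers) and Sgms1 by -1.39. With macrophage_IL4 in place of IL4 the departure of Spp1 was 0.17 and that of Sgms1 -0.09. The interferon list stood at 1.57 over 27 genes, 22 of them at least 2-fold upward and none downward, above all random lists. It was 0.80 with MHC-II-high cells counted in and 1.04 with macrophage_IL4 in place of IL4. Alternative activation was at 0.41 (99.5), monocyte genes at 0.55 (99.3), glycolysis at 0.43 (99), MHC class II at -0.52 (0.38) and NF-kB targets at -0.32 (0.09). With macrophage_IL4 in place of IL4 these became 0.06, 0.46, 0.07, 0.20 and 0.13 in the same order, and in thinned cells alternative activation turned to -0.42 and the monocyte list to -0.07. The study's synergy genes stood at -0.31 (percentile 5.98), but this median rests on Edn1, which had no UMI in IL4, and gives no direction.

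Across 4230 genes, the IL-4 log2 ratios without and with LPS had a Pearson correlation of 0.31, and the LPS ratios without and with IL-4 had 0.93. These are correlations across genes, which are not independent replicates, and no library entered both sides of a pair. Both pairs use the same libraries, and the sides of each pair differ by the same quantity, the departure. The standard deviation across genes was 0.46 for IL4 against Ctrl and 1.77 for LPS against Ctrl. The gap between the correlations thus follows the size of the responses. It does not show that LPS alters the IL-4 response more than IL-4 alters the LPS response. Of 1540 genes at least 2-fold apart between LPS and Ctrl, 1510 had the same sign in IL4_LPS against IL4, among them Cxcl10, Il1b and Tgfb2. Of 145 genes at least 2-fold apart between IL4 and Ctrl, 99 had the same sign in IL4_LPS against LPS, among them Chil3, Retnla and Apoe.

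**Figure D4:**
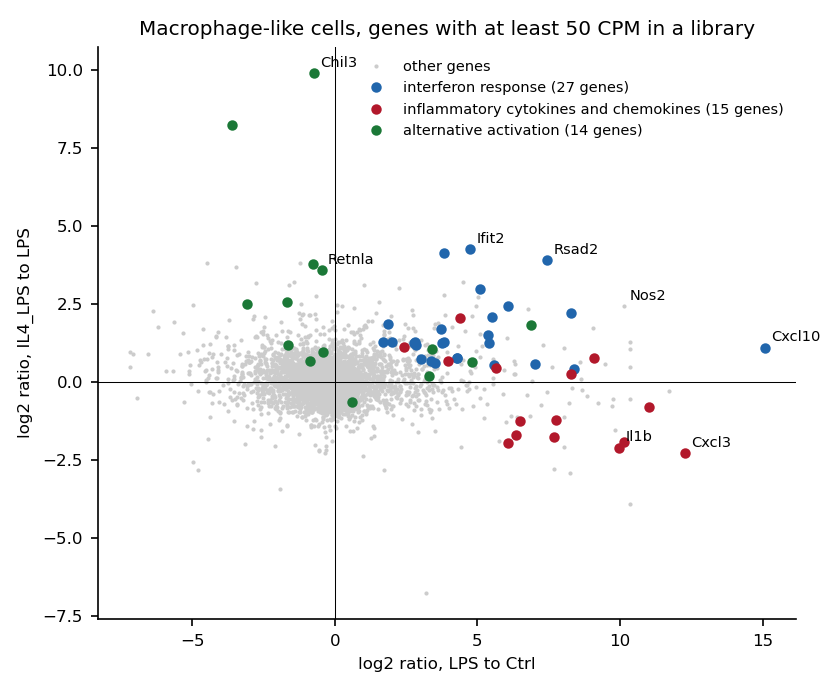
Log2 ratio of LPS to Ctrl (horizontal axis) and of IL4_LPS to LPS (vertical axis) in macrophage-like cells, each point a gene. Members of the interferon response, inflammatory and alternative activation lists are marked. Chil3, Retnla, Rsad2 and Ifit2 were higher in IL4_LPS than in LPS, and Il1b and Cxcl3 lower.

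The macrophage_IL4 library carries the same stimulus name as IL4, and its comparison with IL4 asks how alike a pair of IL-4 libraries is. Chil3 and Mgl2 were high in both, and resident genes such as Cd5l and Icam2 were higher in macrophage_IL4. The interferon regulator Irf7 was higher there as well. The lower genes Nrg1, Kcnip4, Lrmda and Cmss1 include some of the longest genes of the genome. The labels name no sorting step and give no reason for the near absence of lymphocytes.

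Chil3 was at 8789.32 CPM in macrophage_IL4 and 5570 in IL4, Retnla at 6805 and 16690.8, and Mgl2 was higher by 1.01. Lars2, a mitochondrial tRNA ligase gene (ENSMUSG00000035202, chromosome 9, 123366927 to 123462666), was at 2656 against 157 CPM (4.08), followed by Rnaset2a (3.22), Tuba1c (3.05), the transcription factor gene Tcf23 (2.91), Basp1 (2.71) and the glycoprotein gene Lrg1 (2.59). Lars2 and the gene model Gm42418 were both among the top genes of macrophage_IL4 clusters 4, 5 and 11. Whether this is a trait of the library rather than of its macrophages was not tested. Nrg1 (ENSMUSG00000062991, chromosome 8, 31814551 to 32884029) was at -8.63, with Hist1h2ap at -9.08, Kcnip4 at -7.87, Lrmda at -7.05 and Cmss1 at -5.27. Alternative activation stood at 0.16 (81.0) and turned to 0.00 with MHC-II-high cells counted in. Other medians were the resident list at 0.60 (99.6), interferon response at 0.70 (99.9), glycolysis at 0.51 (98.8), NF-kB targets at -0.65 (1.57) and proliferation at -0.69 (1.22; 0.16 in clusters led by resident markers). B cell transcripts were also higher, at 2.32 (100), with Igkc at 276 against 47.8 CPM, Ms4a1 at 63.7 against 12.1 CPM and Ighm at 149 against 35.9 CPM, although the library nearly lacks B cells. Among the study's IL-4 genes, Spp1 was at 1.76, Trem2 at 0.89, Per3 at 0.71, Zmiz1 at -0.42, Fabp5 at -0.53, Mertk at -0.63, Sgms1 at -1.31 and Marco at -1.62.

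**Figure D5:**
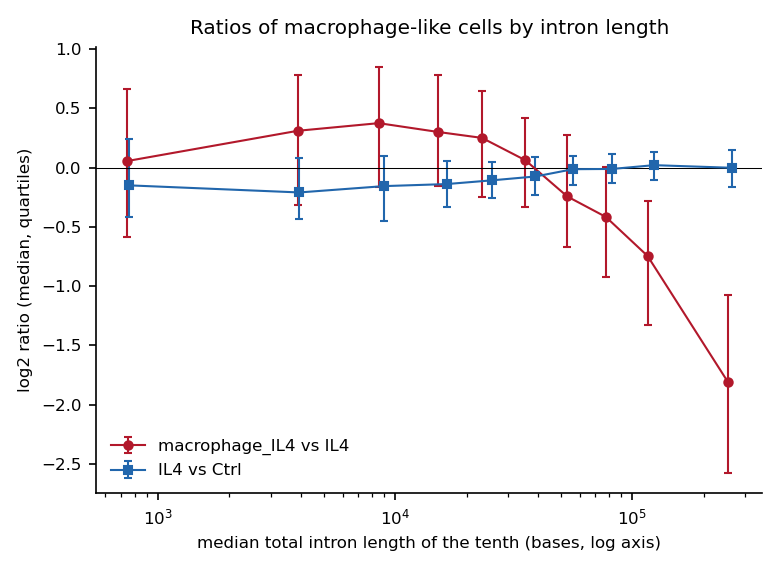
Median log2 ratio (vertical axis) of genes in 10 groups of equal size by total intron length (horizontal axis, bases) in macrophage-like cells, with quartiles, for macrophage_IL4 against IL4 and IL4 against Ctrl. The group with the longest introns stood at -1.81 for macrophage_IL4 against IL4 and at 0.00 for IL4 against Ctrl.

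Other cell classes show whether these patterns belong to macrophages. In B cells and T cells LPS was dominated by interferon-response genes, with Isg15, a ubiquitin-like modifier, and the Ifit family at the top. B cell Isg15 was at 943 CPM in LPS and 3.33 CPM in Ctrl, or 8.15 (7.80 to 8.51), with Ifi44 at 8.84, Ifit3 at 7.84, Usp18 at 6.64 and Oasl1 at 6.50. Lower B cell genes were Cdc25b (-5.71), Klhl14 (-5.42), Diras2 (-5.15), Arhgap18 (-4.91) and Pgap1 (-4.27). In T cells Ifit3 was higher by 7.68, Ifit1 by 7.48 and Isg15 by 6.89, with Ifit3b and Oas2 at 1 UMI in Ctrl, and the lower genes were Nebl (-4.66), Myo1f (-3.88), Map2k6 (-3.75), Zmiz1 (-3.29) and Klf3 (-3.00). The interferon list stood at 5.16 in B cells and 5.0 in T cells. Between IL4_LPS and LPS, however, that list was at 0.05 in B cells (percentile 79.1) and 0.25 in T cells (96.5). The largest B cell differences there were Pdzd2 (2.69) and Bcl2a1d (-1.69), and in T cells Ifngas1 (1.85) and Ifitm1 (-3.09). Against IL4 alone, IL4_LPS again gave interferon medians of 5.66 in B cells and 5.81 in T cells, with Ifi44 at 9.89 and Myadm at -4.56 in B cells, and Ifit1 at 8.73 and Cdc25b at -4.51 in T cells.

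IL4 against Ctrl gave few named B and T cell genes beyond those shared with macrophages. Wdr89 was higher by 2.80 in B cells and 2.70 in T cells and Bloc1s1 by 2.01 and 2.43, and Tuba1b was lower by 1.51 and 1.36. Tmsb10, an actin-binding peptide gene, was higher by 1.91 and 1.67, and the RNA-binding gene Cirbp was lower by 1.54 and 1.41. Dach2 was lower in T cells by 3.47.

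Neutrophils could be compared between IL4_LPS and LPS only. The glucocorticoid-induced genes Fkbp5 (2.34) and Tsc22d3 (2.14) were higher, with Myo1f (2.16), Lfng (2.09) and the granule gene Ngp (1.94). Cxcl3 was lower at 582 against 2574 CPM (-2.14, -2.20 to -2.09), as in macrophages, and Csf3 was at -1.74, Tbc1d9b at -1.87, Lpin2 at -1.65 and Abhd17b at -1.47. Their inflammatory list stood at -0.22 (percentile 0.385) and their interferon list at 0.13 (51.0).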

Values the study reported

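The study's methods state that the number of cells captured per library was 4862 at the lowest and 9060 at the highest. They give mean reads per cell from 18,629 to 52,533.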

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

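The tests on a library-wide LPS difference, on nuclear RNA and on the strain mix, and the set of MHC-II-high clusters compared here, were chosen after the results were seen.

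Macrophage-like cells and the MHC-II-high cells of cluster 12 were compared gene by gene for IL4_LPS against LPS, and 8 genes of the fixed lists went opposite ways by at least 1.5-fold in both. The difference between the cell types was not tested, since each library is a single sample. The chemokine gene Ccl24 was at -0.64 in macrophage-like cells and 1.62 in cluster 12, and endothelin, Edn1, at -0.67 and 0.64. The proliferation gene Mki67 was at -1.03 and 0.74. The other 5 genes were higher in macrophage-like cells and lower in cluster 12. They are Ifit3 at 2.96 and -0.74, Plac8 at 1.37 and -0.59, Ms4a4c at 0.97 and -0.73, the cytokine gene Il27 at 0.68 and -1.19 and the exonuclease gene Isg20 at 0.60 and -0.87. Of 154 list genes with at least 50 CPM in both cell types, 44 had intervals on opposite sides of 0.

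Unnamed clusters held cells that the comparisons did not use, at shares above Ctrl. Cluster 5, with most macrophage markers detected, was 32.7% of macrophage_IL4 and 0.0994% of Ctrl. Its top genes were the gene models Gm26917, AY036118, Gm7480 and Gm42418, followed by Lars2, with Neat1 further down. Cluster 9, led by the haemoglobin gene Hbb-bt and the mast cell proteases Mcpt4 and Cma1, was 12.2% of IL4_LPS and 0.112% of Ctrl, and LPS held 270 of its cells against 871 in IL4_LPS. Its UMI median was low, at 1311, and its top genes do not describe all its cells. With the response lists left in the clustering, a mast cell-like cluster held 244 LPS and 55 IL4_LPS cells. A separate low-UMI unnamed cluster there held 824 IL4_LPS and 10 LPS cells, with 8 of 16 neutrophil markers detected, and was not counted as neutrophil-like. Cluster 20, with the eosinophil genes Ccr3 and Siglecf and the receptor gene Il1rl1, was 3.20% of IL4_LPS and 0.162% of Ctrl, with 9 cells in LPS. Cluster 22, with Cpa3, Ccl22 and Ccl17, was 1.30% of IL4_LPS and 0.0497% of Ctrl, with 24 cells in LPS.

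Interferon genes such as Rsad2 and Ifit2 were higher in IL4_LPS than in LPS macrophage-like cells. Free RNA from other cells is argued against, because the list's CPM in macrophage-like cells had a median ratio of 1.24 to the whole library, with 26 of 27 genes above 0.5. In B, T and neutrophil-like cells the highest list median was 0.248, against 1.26 in macrophage-like cells. This cannot settle a difference in the strength or timing of LPS exposure. Interferon genes of B and T cells were already far above Ctrl with LPS alone. In neutrophils Cxcl3 (-2.14) and Csf3 (-1.74) were lower in IL4_LPS, as in macrophage-like cells. A few extreme cells are argued against by the medians over cells, which were a log2 ratio of 1.90 apart at equal depth. An effect of IL-4 on the interferon arm of the LPS reaction may remain. Unequal LPS exposure and a different mix of strains or of macrophage subsets in the 2 libraries stay open, and the mixes were not tested.

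Gene values in macrophage_IL4 and IL4 lay apart most for long genes such as Nrg1 and Kcnip4. Across 3732 genes the log2 ratio had a Spearman correlation of -0.482 with intron length, and the 374 genes with the longest introns had a median of -1.81. Unequal counting of intron reads cannot be told apart from other causes, because IL4 against Ctrl also had a correlation, of 0.198, where near 0 was needed. Less nuclear RNA in macrophage_IL4 is argued against by Malat1 and Neat1, whose mean log2 ratio was 0.940. No biological explanation was tested.

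Macrophages, B cells and T cells shared 26 genes that lay apart alike between IL4 and Ctrl, 20 higher and 6 lower, including Wdr89, Bloc1s1 and Tuba1b. Reads shared between near-identical gene copies are a candidate explanation, since 76.9% of these genes had such a copy against 17.5% of others, a gap of 59.4 points. Short transcripts recovered unequally may add to it, as short genes in B cells stood 0.765 above longer ones, and 46.2% of the 26 genes were short. A different mix of strains cannot be told apart, because the excess correlation within libraries was 0.0853 in 1 and -0.00109 in the other, after the matching was changed once the first result had been seen. Apoe and Lyz2, also lower in IL4 macrophages, are outside this set, but this does not clear them of the same causes. Genes far lower in B and T cells than in macrophages could not enter the set. Lyz2 in Ctrl, for example, was at 25874 CPM in macrophage-like cells, 425 CPM in B cells and 502 CPM in T cells.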

How the results depend on the processing

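Counting MHC-II-high clusters with the macrophages was an alternative chosen after the data were seen; all others were fixed before. No paired analysis was possible because each group is 1 library. Across all alternatives the direction was kept in 886 of 1014 list medians, 2198 of 2288 gene values and 4 of 4 correlations. With macrophage_IL4 in place of IL4 it was kept in only 29 of 49 list medians and 77 of 101 gene values. A value is called turned below where its main log2 ratio was at least 1 away from 0 with an interval excluding 0 and its sign differed; the 2-fold condition was added after the sign differences had been seen. Without that condition the sign differed in 128 list medians and 90 gene values. Free RNA was not subtracted for macrophage_IL4, which lacks the B cells that size it, nor for neutrophils. The 141 macrophage-like LPS cells limit every comparison that uses them. Unless stated, the cause of a shift was not tested.

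With all barcodes kept, macrophage-like shares were 54.0% in macrophage_IL4 and 4.29% in IL4_LPS, neutrophil-like cells were 50.6% of LPS, the inflammatory medians were 7.25 for LPS against Ctrl and 6.87 for IL4_LPS against IL4, and B cell transcripts in the latter turned from 1.08 to -1.24. With doublets kept, the macrophage-like shares were 62.1% in macrophage_IL4 and 29.5% in IL4, neutrophil-like cells were 0.162% of Ctrl, the same inflammatory medians were 7.23 and 6.80, and B cell transcripts turned to -1.32. At Leiden resolution 0.5 macrophage-like cells were 60.8% of macrophage_IL4 and 29.8% of IL4, and with the response lists left in, 16.7% of Ctrl and 26.4% of IL4. Without B cells they were 56.4% of Ctrl, 52.1% of IL4, 4.49% of LPS and 7.85% of IL4_LPS, and neutrophil-like cells 0.153% of Ctrl, 69.3% of LPS and 33.8% of IL4_LPS, by construction of the smaller total.

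TMM factors gave 0.78 for alternative activation in IL4 against Ctrl, 8.04 for the inflammatory list in LPS against Ctrl, and for interferon response 1.34 in IL4_LPS against LPS and 1.504 as departure. Size factors gave 0.75 for alternative activation in IL4 against Ctrl and 0.33 in macrophage_IL4 against IL4, 8.22 and 7.92 for the inflammatory list in LPS against Ctrl and IL4_LPS against IL4, and 1.35 for interferon response in IL4_LPS against LPS. The mean over cells gave 0.51 for alternative activation in IL4 against Ctrl and 0.65 for the synergy genes in IL4_LPS against LPS, and Col3a1 turned to -0.16 in IL4_LPS against IL4. With free RNA subtracted, the inflammatory list was 7.36 in LPS against Ctrl and interferon response 1.33 in IL4_LPS against LPS. Without a minimum, alternative activation was 0.43 in IL4 against Ctrl and 0.00595 in macrophage_IL4 against IL4, the inflammatory list 6.07 in LPS against Ctrl and 5.47 in IL4_LPS against IL4, and the synergy genes 0.77 in IL4_LPS against LPS. At a minimum of 10 CPM the LPS responses correlated at 0.908.

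In cells thinned to 1000 UMIs, the inflammatory list was 6.81 in LPS against Ctrl and 7.06 in IL4_LPS against IL4, and the synergy genes 0.76 in IL4_LPS against LPS. Per3 turned to 1.26 in LPS against Ctrl and Col1a2 to -0.26 in macrophage_IL4 against IL4. In clusters led by resident markers, alternative activation was 0.37 in IL4 against Ctrl, and proliferation turned to 0.59 in LPS against Ctrl, where the cycling cluster is left out. In IL4_LPS against IL4 the inflammatory list was 7.07, B cell transcripts turned to -0.60 and Fabp5 to 0.55, and as departure Fabp5 turned to 0.60.

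With macrophage_IL4 in place of IL4, alternative activation was 0.97 against Ctrl, the departure of interferon response 1.04, and in IL4_LPS against the IL-4 library the inflammatory list was 7.93, B cell transcripts turned to -1.27, Col3a1 to -0.50 and Sgms1 to 0.0442. Against Ctrl, the genes Bloc1s1 (-0.0018), Cacnb4 (-3.45), Folr2 (-0.80), Hist1h2ap (-6.53), Ndufa1 (-1.22), Rnaset2a (0.76), Spp1 (0.35) and Tuba1c (0.95) turned, and as departure Plcl1 (1.21).

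With MHC-II-high clusters counted in, macrophage-like shares were 21.9% of Ctrl, 40.4% of IL4, 7.49% of LPS, 13.8% of IL4_LPS and 67.1% of macrophage_IL4, by construction. Alternative activation was 0.74 in IL4 against Ctrl and -0.00299 in macrophage_IL4 against IL4. The inflammatory list was 7.17 in LPS against Ctrl and 8.23 in IL4_LPS against IL4. In IL4_LPS against LPS interferon response was 0.47 and the synergy genes 0.82, and the departure of interferon response was 0.80. In LPS against Ctrl the study's IL-4 genes turned to 0.0872, with Fabp5 at 1.02, Spp1 at 1.70 and Trem2 at 1.44. In IL4_LPS against IL4 the monocyte list turned to -0.35, proliferation to 0.0416, Fabp5 to 0.0425 and Trem2 to 1.15, and in IL4_LPS against LPS Mki67 turned to 0.28 and Plac8 to -0.15.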

Other observations

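The comparisons within MHC-II-high clusters were chosen after the data were seen.

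IL-4 products were also higher in the MHC-II-high cells, whose MHC class II transcripts exceed the resident programme. In cluster 10, with 727 IL4 and 290 Ctrl cells, Chil3 was at 2062 against 15.6 CPM, a log2 ratio of 7.04 (6.65 to 7.47). The arginine transporter Slc7a2 (3.74), the arginine-degrading enzyme Arg1 (3.26), Igf1 (3.64), Rnase2a (3.38) and Gstp1 (3.34) were higher as well. The lower genes were Lyz1 at 578 against 4640 CPM (-3.01), Ccnd2 (-3.19), Mucl1 (-2.68), Cd300c2 (-2.66), Vcan (-2.63) and Rnaset2a (-2.11). Alternative activation stood at 0.60 and the resident list at 0.32, while the monocyte list stood at -0.72 and MHC class II at -0.50. These medians rest on plain totals, and whether the same cells had shifted or other cells had entered was not tested.

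After LPS, cluster 12 held 641 IL4_LPS and 203 LPS cells. Chil3 was at 4451 against 8.54 CPM (9.03), Rnase2a at 9.48, Mgl2 and Ear2 both at 6.32, Retnla at 4.62 and Arg1 at 1269 against 64.1 CPM (4.31). Cd300c2 (-4.05), the neutrophil attractant Cxcl5 (-3.11), Lyz1 (-2.64), Apoe (-2.53), Pdpn (-2.19) and Hp (-2.12) were lower. Alternative activation stood at 1.45 and the inflammatory list at -0.63. The study's synergy genes stood at 0.59, with Ccl12 at 1.0, Ccl2 at 1242 against 682 CPM (0.86), Edn1 at 686 against 440 CPM (0.64), Ccl7 at 0.59, Ccl9 at 0.48 and Hbegf at -1.44. The interferon list, by contrast, stood at -0.11. In LPS alone, Rsad2 was at 5309 CPM in MHC-II-high cells and 460 CPM in macrophage-like cells, and Ifit2 at 869 and 15.7 CPM. With IL-4 before LPS the values were 8631 and 6870 CPM for Rsad2 and 801 and 296 CPM for Ifit2.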
